# PLZF Controls the Expression of a Limited Number of Genes Essential for NKT Cell Function

**DOI:** 10.3389/fimmu.2012.00374

**Published:** 2012-12-21

**Authors:** Michael Gleimer, Harald von Boehmer, Taras Kreslavsky

**Keywords:** NKT, PLZF, c-Maf, Id2, CXCR6, ICOS, IL12R, IL18R

## Abstract

Natural killer (NKT) T cells exhibit tissue distribution, surface phenotype, and functional responses that are strikingly different from those of conventional T cells. The transcription factor PLZF is responsible for most of these properties, as its ectopic expression in conventional T cells is sufficient to confer to them an NKT-like phenotype. The molecular program downstream of PLZF, however, is largely unexplored. Here we report that PLZF regulates the expression of a surprisingly small set of genes, many with known immune functions. This includes several established components of the NKT cell developmental program. Expression of the transcriptional regulators *Id2*, previously shown to be required for iNKT cell survival in the liver and *c-Maf*, which shapes the NKT cytokine profile, was compromised in PLZF-deficient cells. Ectopic expression of *c-Maf* complemented the cells’ defect in producing IL-4 and IL-10. PLZF also induced a program of cell surface receptors which shape the NKT cell’s response to external stimuli, including the costimulatory receptor *ICOS* and the cytokine receptors *IL12rb1* and *IL18r1*. As an ensemble, the known functions of the molecules whose expression is affected by PLZF explain many defects observed in *PLZF^−/−^* NKT cells.

## Introduction

Multiple T cell lineages develop in the thymus from common progenitors. Most T lymphocytes – so called conventional T cells – exit the thymus in the “naïve” state. After activation by cognate antigen they take days to differentiate into effector cells capable of cytokine secretion and cytotoxic responses. Several T cell subsets, however, acquire effector functions already in the thymus – presumably because they encounter TCR ligands but escape deletion (Baldwin et al., 2004). Such cells exhibit rapid effector responses resembling those of innate immune cells (e.g., natural killer; NK cells), and are thus called “innate-like” T cells. They are believed to represent the first line of defense against pathogens, and to provide cytokines that regulate subsequent immune responses by conventional T cells.

Exactly how innate-like T cells acquire their peculiar properties is poorly understood. Perhaps the best studied subset of innate T lymphocytes are the invariant natural killer T (iNKT) cells. In mice, they express an αβ T cell receptor (TCR) that consists of the invariant Vα14-Jα18 TCRα chain coupled with TCRβ chains of limited diversity, and recognize lipid antigens in the context of the MHC class I-like molecule CD1d. Many iNKT cells express cell surface markers typical of NK cells, including NK1.1, but can also express the CD4 coreceptor, and, like other innate-like T cells, exhibit in the absence of deliberate activation a surface phenotype characteristic of activated conventional T cells. Upon activation, iNKT cells rapidly secrete a unique spectrum of cytokines. Specifically, they can co-produce IFNγ and IL-4 – i.e., cytokines secreted by discrete subsets of conventional T cells – Th1 and Th2 cells, respectively. Another key feature differentiating NKT cells from conventional T cells is their ability to produce cytokines in response to proinflammatory stimuli in the absence of foreign antigen – a property that is dependent on signaling by IL-12 (Brigl et al., 2003, 2011), IL-18 (Nagarajan and Kronenberg, 2007; Velazquez et al., 2008), or type I interferon (Paget et al., 2007) receptors. Unlike naïve conventional T cells, which home to spleen and lymph nodes, iNKT cells accumulate in the liver, but are also present in the spleen and, to a lesser extent, lymph nodes.

A subset of γδ T cells that express the Vγ1Vδ6.3/Vδ6.4 TCR exhibits properties resembling those of iNKT cells (Azuara et al., 1997; Lees et al., 2001). Unlike most other γδ T cells, they often express NK1.1 and CD4, home to the liver, can co-produce IL-4 and IFNγ, and depend on the same transcriptional program as iNKT cells (Azuara et al., 1997; Lees et al., 2001; Alonzo et al., 2009; Kreslavsky et al., 2009; see below). Thus, they are often referred to as γδNKT cells.

Significant advances were made in understanding the transcriptional network that regulates NKT cell development. A plethora of transcription regulators including, but not restricted to GATA3, T-bet, ThPOK, Id2, Runx1, Tox, c-Myc, Egr2, and c-Maf were implicated in iNKT cell development, function, and/or homeostasis (reviewed in D’Cruz et al., 2010; Godfrey et al., 2010). Recently it was reported that the transcription factor PLZF (promyelocytic leukemia zinc finger), previously implicated in limb patterning (Barna et al., 2000) and spermatogonial stem cell self-renewal (Buaas et al., 2004), was required for iNKT cell development. In the absence of PLZF, CD1d-restricted iNKT cells were present, but their numbers were severely reduced in the thymus, spleen, and liver (Kovalovsky et al., 2008; Savage et al., 2008). iNKT cells in PLZF-deficient mice resembled conventional T cells because of their reduced expression of activation markers and diminished ability for rapid cytokine production (Kovalovsky et al., 2008; Savage et al., 2008). Similar changes were documented for PLZF-deficient γδNKT cells (Alonzo et al., 2009; Kreslavsky et al., 2009). The observation that PLZF could be induced by TCR crosslinking in polyclonal TCRγδ^+^ thymocytes (Kreslavsky et al., 2009) suggested that PLZF induction may require the encounter of TCR ligands in the thymus. Indeed, a novel reporter mouse suggests that NKT cells undergo strong TCR signaling at an early stage of their development (Moran et al., 2011); consistently, Egr2 downstream of the TCR has been shown to activate PLZF expression (Seiler et al., 2012). Strikingly, transgenic PLZF expression in conventional T cells was sufficient to confer to them many NKT cell properties (Raberger et al., 2008; Savage et al., 2008, 2011; Kovalovsky et al., 2010). Thus PLZF appears both necessary and sufficient for the acquisition of many NKT cell-like properties by a conventional T cell – and seems to be absolutely unique in this respect.

PLZF expression by NKT and NKT-like cells also has a far-reaching influence on other immune cells. Mice deficient in *Itk* (Felices et al., 2009; Qi et al., 2009), *Id3* (Lauritsen et al., 2009; Ueda-Hayakawa et al., 2009; Verykokakis et al., 2010a), and *KLF2* (Odumade et al., 2010), as well as mice with mutated *SLP-76* (Alonzo et al., 2009) and mice transgenic for Dok-1 (Besin et al., 2012) have increased numbers of PLZF-expressing cells – a phenomenon yet to be explained. IL-4 secretion by these PLZF-expressing cells leads to acquisition of innate-like features by CD8 T cells (Verykokakis et al., 2010b; Weinreich et al., 2010; Gordon et al., 2011). The increased frequency of innate-like CD8 T cells in wt BALB/c mice likewise depends on IL-4 produced by NKT cells (Verykokakis et al., 2010b; Weinreich et al., 2010; Lai et al., 2011).

Even though the defects in the NKT cell compartment of PLZF-deficient mice are well-defined, little is known about the molecular program downstream from PLZF. Here we demonstrate that PLZF regulates the expression of a very restricted set of genes, many of which have known immune function. This includes known regulators of NKT cell development, function, and homeostasis: the transcription factor *c-Maf*, required for IL-4 production (Kim et al., 1999); the inhibitor of E protein signaling *Id2*, required for survival and accumulation of NKT cells in the liver (Monticelli et al., 2009); the receptor ICOS (inducible T cell costimulator), required for accumulation of NKT cells in thymus, spleen, and liver, as well as for cytokine responses (Akbari et al., 2008; Chung et al., 2008; Watanabe et al., 2010); and the cytokine receptors *IL12rb1* and *IL18r1*, required for effector responses in the absence of foreign antigen (Brigl et al., 2003, 2011; Nagarajan and Kronenberg, 2007; Velazquez et al., 2008). The known, NKT cell-specific functions of these molecules can explain to a large extent the abnormal NKT cell phenotype of PLZF-deficient animals with respect to tissue distribution, secretion of and responsiveness to cytokines.

## Materials and Methods

### Mice

Luxoid mice that bear a point mutation in the PLZF gene (Buaas et al., 2004) and phenocopy the PLZF knockout in the NKT compartment (Kovalovsky et al., 2008; Savage et al., 2008; backcrossed for more than 35 generations to C57BL/6) were obtained from the Jackson Laboratory. C57BL/6 and CD45.1 C57BL/6 mice were obtained from the Jackson Laboratory and Taconic, respectively. Rag1^−/−^ Vγ1Vδ6.4 TCR transgenic mice were described previously (Kreslavsky et al., 2009). All mice were bred and maintained in the animal facility at the Dana-Farber Cancer Institute (DFCI). All animal procedures were done in compliance with the guidelines of the DFCI Animal Resources Facility, which operates under regulatory requirements of the U.S. Department of Agriculture and the Association for Assessment and Accreditation of Laboratory Animal Care.

### Flow cytometry and cell sorting

mAbs specific for CD4 (RM4-5), CD8a (53-6.7), TCRβ (H57-597), TCRγδ (GL3), NK1.1 (PK136), CD24 (M1/69), CD44 (IM7), CD45.1 (A20), CD45.2 (104), ICOS (C398.4A and 15F9), Vδ6.3 (8F4H7B7), IL12Rβ1 (114), IL18R1 (BG/IL18RA), IFNγ (XMG1.2), CXCR6 (221002), IL-10 (JES5-16E3), and IL-4 (BVD6-24G2) were purchased from BD Biosciences, eBioscience, R&D Biosystems, or Biolegend and were used as fluorescein isothiocyanate (FITC), phycoerythrin (PE), peridinin chlorophyll protein (PerCP), PerCP-Cy5.5, PE-Cy7, allophycocyanin (APC), APC-Cy7, Alexa-Fluor^®^ 647, or Pacific Blue conjugates. PLZF antibody (D-9) was purchased from Santa Cruz Biotechnology and conjugated to Alexa-Fluor 647 using a kit from Invitrogen. For intracellular PLZF detection cells were fixed and permeabilized using the eBioscience Foxp3 Staining Buffer Set. PE and Pacific Blue labeled PBS-57-loaded CD1d tetramers were obtained from the NIH Tetramer Facility. For cytokine production cells were stimulated with 50 ng/mL phorbol 12-myristate 13-acetate (PMA) and 500 ng/mL ionomycin for 5 h with brefeldin A (3 μg/mL) added after 1 h of incubation, or left unstimulated. Cells were then stained for surface markers, fixed, permeabilized using the BD Cytofix/Cytoperm kit and stained for intracellular cytokines. Flow cytometry and cell sorting was performed on a FACSAria (BD Biosciences) cell sorter. Data were analyzed using FlowJo (Treestar).

### Retroviral infections

Full-length protein-coding c-Maf (Ensembl transcript ID ENSMUST00000109104) cDNA was cloned into pMIG retroviral vector (Addgene). Retrovirus-containing supernatants were generated by transient co-transfection of 293T cells with pMIG based constructs and packaging vector pCL-Eco (Addgene). Supernatants were harvested on day 4 and concentrated on centrifugal filtration devices (100 kDa cutoff; Millipore). Cells were spin-infected (1.5 h, 500 g) on plates coated with RetroNectin (Takara) in the presence of 8 μg/mL polybrene (Sigma).

### NKT cell cultures

CD1d-PBS57-Tet^+^ cells were sorted from WT and luxoid mice and cultured for 2 days in the presence of 10 ng/mL IL-7 (R&D Systems) and 100 ng/mL IL-15 (Peprotech). Cells were then spin-infected with c-Maf-encoding or control retroviruses as described above in the presence of IL-7 and IL-15. Two days after infection cells were washed, stimulated with PMA/ionomycin and stained for intracellular cytokines as described above. For cytokine stimulation, 10 ng/mL IL-12 and/or 100 ng/mL IL-18 (Peprotech) or plates coated with 10 μg/mL CD3e antibody (145-2C11) were used. IFNγ in culture supernatants was measured using the mouse IFNγ OptEIA kit (BD Pharmingen).

### Generation of mixed bone marrow chimeras

Bone marrow cells from CD45.1 C57BL/6 and CD45.2 luxoid mice were stained with CD4, CD8α, TCRβ, TCRγδ, and NK1.1 biotinylated antibodies followed by incubation with streptavidin-conjugated magnetic beads (Invitrogen) and magnetic bead depletion of T and NK cells. CD45.1 C57BL/six recipients were the subject of lethal irradiation (1000 rads) using a γ-cell 40 irradiator with a cesium source. Mixed (1:1) T cell- and NK-cell-depleted wt and PLZF^lu/lu^ bone marrow cells (4–8 × 10^6^) were intra-orbitally injected into the recipient mice. Chimeras were used in experiments 5 weeks or more after the bm transfer.

### Microarrays

CD4^+^CD8α^−^ thymocytes from Vγ1Vδ6.4 transgenic mice on Rag1^−/−^ PLZF^lu/lu^, PLZF^lu/+^, and PLZF^+/+^ backgrounds were double-sorted, with the second sort directly into TRIzol reagent (Invitrogen). Total RNA was prepared and submitted to the microarray core facility at the DFCI. There labeled cDNA was prepared and hybridized to Affymetrix Mouse Gene 1.0 ST Arrays. Data processing and analysis was performed using the GenePattern v3.21 package (http://genepattern.broadinstitute.org) using ExpressionFileCreator, MultiplotPreprocess, and Multiplot modules. Probe sets corresponding to normalization controls were filtered out prior to the analysis. Data have been submitted to GEO (accession number GSE42168). For comparison shown in Figure 1C dataset from Immgen database (Heng and Painter, 2008) was used (GEO accession number GSE15907).

**Figure 1:**
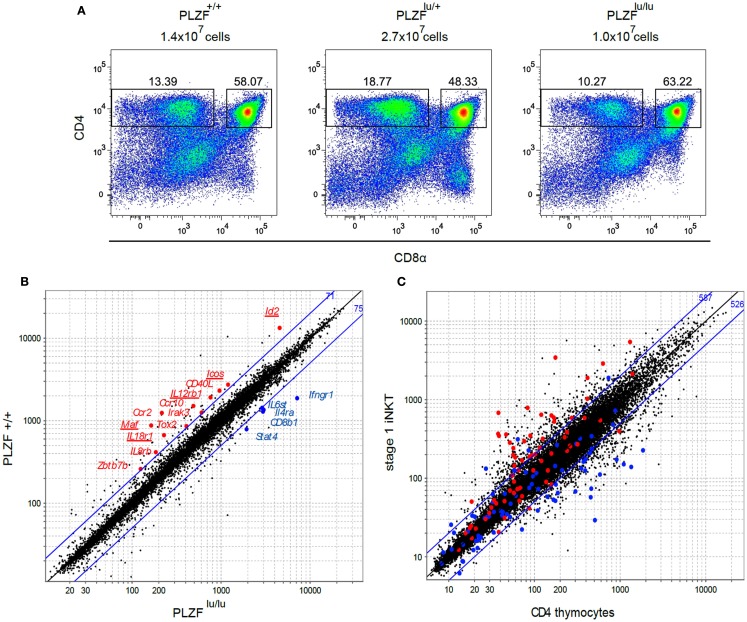
**Cell surface phenotype and gene expression profiles of thymocytes from PLZF sufficient and PLZF-deficient TCR transgenic mice**. **(A)** Thymocytes from Rag1^−/−^Vγ1Vδ6.4 TCR transgenic animals on PLZF^+/+^, PLZF^lu/+^, and PLZF^lu/lu^ backgrounds were stained with antibodies against CD4 and CD8α and analyzed by FACS. Absolute numbers of thymocytes are indicated. Representative FACS plots from one of two independent experiments are shown. **(B)** Expression profiles of PLZF^+/+^ versus PLZF^lu/lu^ double-sorted CD4^+^CD8^−^ thymocytes from Rag1^−/−^Vγ1Vδ6.4 TCR transgenic animals were compared. Expression values of PLZF^lu/lu^ (*X* axis) against PLZF^+/+^ (*Y* axis) cells are plotted. Blue lines indicate twofold difference thresholds in expression between PLZF^+/+^ and PLZF^lu/lu^ thymocytes. Numbers in blue indicate the number of probe sets above the upper line and below the lower line. Some of the immunologically relevant genes are highlighted and labeled. **(C**) Expression values of conventional CD4 thymocytes (*X* axis) against stage 1 NKT cells (*Y* axis) from Immgen database are plotted. Genes positively regulated by PLZF above the twofold threshold in (**B**) are highlighted in red, those regulated negatively – in blue. Blue lines indicate twofold difference thresholds in expression. Numbers in blue indicate the number of probe sets above the upper line and below the lower line.

### Quantitative PCR

Indicated populations were double-sorted, with the second sort directly into TRIzol reagent (Invitrogen). Total RNA was prepared and cDNA was synthesized using Superscript III reverse transcriptase (Invitrogen) according to the manufacturer’s recommendations. Real-time RT-PCR was performed on an ABI PRISM thermal cycler (Applied Biosystems) using TaqMan PCR mastermix (Applied Biosystems). Mm02581355_s1 (Maf), Mm00711781_m1 (Id2), and Mm99999915_g1 (GAPDH) TaqMan Gene Expression Assays (Applied Biosystems) were used.

## Results

### PLZF regulates a focused program of factors important for NKT cell function

To dissect PLZF-dependent regulation of NKT cells at the molecular level we aimed to compare gene expression profiles of cells from WT and PLZF-deficient luxoid (*PLZF^lu/lu^*) mice (Savage et al., 2008). However, both iNKT (Kovalovsky et al., 2008; Savage et al., 2008) and γδNKT (Alonzo et al., 2009) cell numbers are very low in the *PLZF*-deficient animals, and the residual cells may be the product of selection of an NKT subpopulation, and therefore may not be directly comparable to wt counterparts (Savage et al., 2008). To circumvent these problems we crossed luxoid animals to mice transgenic for a γδNKT TCR (Vγ1Vδ6.4), which was previously shown to generate large numbers of PLZF-expressing T cells (Kreslavsky et al., 2009). Since the phenotypes of γδNKT and iNKT cells were very similar in *PLZF^lu/lu^* animals, the molecular program downstream of PLZF in these subsets should overlap to a great extent.

The gross thymic phenotype of *Rag1^−/−^*γδ*TCR* transgenic *PLZF^lu/lu^, PLZF^lu/^+*, and *PLZF*^+*/*+^ animals – including thymic cellularity and the frequency of CD4^−^CD8^−^, CD4^+^CD8^+^, and CD4^+^CD8^−^ cells – was very similar (Figure 1A). From this we concluded that there was no evidence for selection of a subpopulation in these mice, and proceeded to compare γδNKT cells from TCR transgenic *PLZF*-sufficient and *PLZF*-deficient mice. We previously demonstrated that PLZF in the γδTCR transgenic mice was expressed by the majority (78.8 ± 3.9%) of CD4^+^CD8^−^ thymocytes, and that PLZF upregulation required the expression of the TCR transgene (Kreslavsky et al., 2009). The CD4^+^ phenotype of γδNKT cells was not surprising, since a large fraction of both αβ and γδNKT cells in wt mice express CD4 (Azuara et al., 1997).

Gene expression profiles of CD4^+^CD8^−^ thymocytes from *Rag1^−/−^* *V*γ*1V*δ*6.4* transgenic mice on *PLZF^lu/lu^, PLZF^lu/^+*, or *PLZF*^+*/*+^ backgrounds were compared using Affymetrix Mouse Gene 1.0 ST chips. 

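Zbtb16, the gene that encodes PLZF, had an intensity of 8796 in PLZF+/+, 6143 in PLZF+/lu and 2890 in PLZFlu/lu cells. The luxoid allele is a point mutation whose transcript can still hybridise, so this level does not fully check the labels. Xist, the RNA that silences an X chromosome in female cells, was at 13823, 14640 and 15336 in the same order. The Y-linked genes Kdm5d, Usp9y, Uty and Eif2s3y were no brighter than 37.8 on any array, and the labels give all mice as female. The data are 3 Affymetrix arrays, 1 for each genotype, from mice 3 to 4 weeks old. The labels name γδNKT cells on the C57BL/6 background, while the Rag1 mutation and the TCR transgene are named in the paper only. The authors processed the scans in GenePattern, left out the normalization controls and deposited probe set intensities on a linear scale. The way probes were summarised is not given in the sources used here. The medians of the arrays were 160.0, 161.8 and 159.7, and the values were used here as deposited. Of the probe sets, 21065 have exactly 1 annotated gene, 1187 have several and 2548 have none listed, and genes are named only from the first group. A gene with several probe sets is given by the brightest. The 1033 probe sets of olfactory receptors, which T cells are not known to use, describe the background, and 95% of their values lie below 108. With 1 array per genotype the differences have no replicate check, no p-value is given, and more than 2-fold is a rule of size.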

Since without PLZF NKT cells resemble naïve T cells in their surface phenotype and functional properties (Kovalovsky et al., 2008; Savage et al., 2008) and since ectopic PLZF expression is sufficient to confer memory/effector properties to conventional T cells in the absence of agonist TCR signaling (Raberger et al., 2008; Kovalovsky et al., 2010; Savage et al., 2011), we expected to find differences in expression of many genes, comparable to the differences between conventional T cells and NKT cells. Strikingly, however only 146 probe sets exhibited more than a twofold difference between *PLZF^lu/lu^* and *PLZF*^+*/*+^ thymocytes, compared to over a thousand probe sets between wt CD4SP thymocytes and wt stage 1 NKTs (Figures 1B,C). 

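Between PLZF+/+ and PLZFlu/lu thymocytes, 146 probe sets (0.589% of all) differed by more than 2-fold, 71 of them higher and 75 lower in PLZF+/+. Among named genes St8sia4, which encodes a polysialyltransferase, was lower in PLZF+/+ by at least 11.0-fold, taken against the background level of 108 since its value in PLZF+/+ lies below that level. Lgals3, which encodes the lectin galectin-3, was 7.59-fold higher. The growth factor gene Igf2 was 5.73-fold higher, Tns4, of the tensin family of focal adhesion proteins, 5.49-fold and the guidance receptor gene Robo1 4.99-fold. Sec61b, a subunit of the protein channel of the endoplasmic reticulum, was 4.16-fold lower by its brightest probe set. Of its other probe sets, 1 had equal values, at 242, and 1 lay below the background level. Over 1.5-fold there were 440 probe sets, and over 3-fold 46. Of the 1033 olfactory receptor probe sets, 1 differed by more than 2-fold. PLZF+/+ and PLZF+/lu differed at 58 probe sets, and PLZF+/lu and PLZFlu/lu at 79. None of 22 measured immediate early and heat shock genes, which respond to cell handling, differed by more than 2-fold, but 15 were higher in PLZF+/+ and 4 lower, with a median log2 difference of 0.10. The probe sets past 2-fold hold 92 with exactly 1 gene, and counting 1 probe set per gene leaves 84, of which 53 were higher and 31 lower. Adding 32 to each intensity leaves 62 higher and 42 lower. The mean of PLZF+/+ and PLZF+/lu in place of PLZF+/+ gives 96, of which 86 are among the 146. This mean shrinks a difference wherever PLZF+/lu lies between the other genotypes, so a fall below 2-fold against it is partly built in. The paper sets this number against a much larger one between wild-type CD4 thymocytes and stage 1 NKT cells, which was not analysed here. From this it concludes that PLZF regulates a small set of genes.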

A number of genes with known immune function were expressed at higher levels in the presence of PLZF. These include genes for chemokine receptors *Ccr2, Ccr10*, and *Il8rb*, cytokine receptors *Il12rb1* and *Il18r1*, transcription regulators *Id2, Zbtb7b* (encodes ThPOK), and *Maf* (encodes c-Maf), as well as costimulatory molecules Icos and Cd40lg (Figure 1B; Table S1 in Supplementary Material). 

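All 10 of these genes were more than 2-fold higher in PLZF+/+ than in PLZFlu/lu cells. Ccr2, a receptor that draws cells to inflamed tissue, was 5.75-fold higher, Ccr10, a homing receptor of skin and mucosa, 3.09-fold, and Cxcr2, the current symbol of Il8rb, 2.25-fold. Il18r1 was 2.92-fold and Il12rb1 2.52-fold higher. Of the transcription regulators, Maf was 5.33-fold higher, Id2, an inhibitor of E proteins, 2.93-fold and Zbtb7b 2.68-fold. Id2 was at 13326 in PLZF+/+ and 4554 in PLZFlu/lu. The costimulatory genes Cd40lg and Icos were 2.41-fold and 2.28-fold higher. With the mean log2 value of PLZF+/+ and PLZF+/lu in place of PLZF+/+ alone, Ccr10, Cxcr2, Zbtb7b, Icos and Cd40lg fell below 2-fold, with log2 differences from 0.86 to 1.00. PLZF+/lu lay between the others for all 10 genes, so each difference had to shrink, and the fall is no separate check of these genes.

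**Figure D1:**
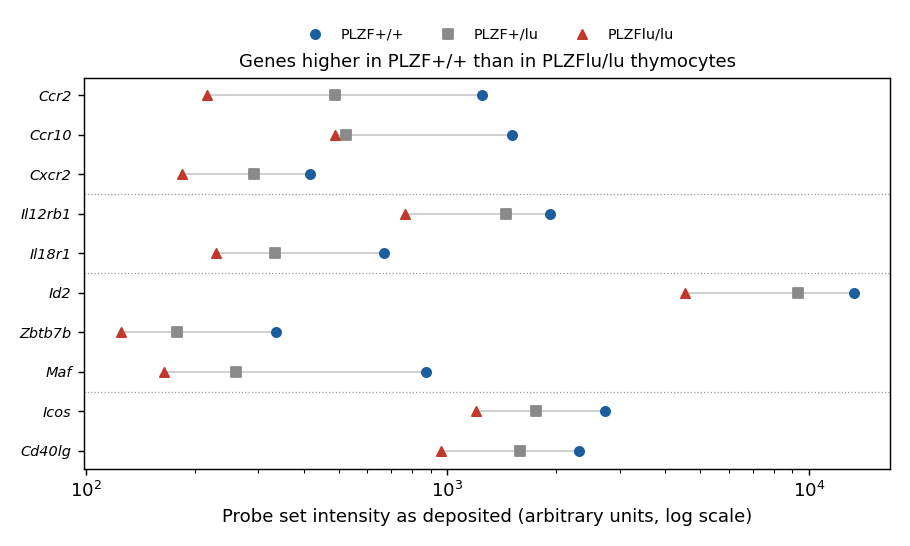
Probe set intensities of 10 genes on a log axis, with 1 array per genotype and so no error bars. Circles are PLZF+/+, squares PLZF+/lu and triangles PLZFlu/lu, and the square lies between the other symbols for all 10 genes.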

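Ifngr1, which encodes the ligand-binding chain of the IFNγ receptor, was at 7152 in PLZFlu/lu and 1872 in PLZF+/+ cells, 3.82-fold lower with PLZF. Stat4, the signal transducer of IL-12, was 2.46-fold lower, and Cd8b1, the CD8 beta chain, 2.29-fold. Il6st, the shared signalling chain of the IL-6 family, was 2.22-fold lower. Il4ra, the IL-4 receptor chain, was 2.02-fold lower, which lies at the threshold. Further named genes lower with PLZF were the cytoskeletal regulator gene Rflnb (3.07-fold), the semaphorin gene Sema4f (3.04-fold), the inhibitory receptor gene Cd200r1 (2.93-fold), Bivm (2.92-fold), Fgl2 (2.88-fold), Bach2, a repressor of effector genes (2.74-fold), and the orphan receptor gene Gpr171 (2.72-fold). Of 21 measured genes of naïve T cells and thymic exit, 15 were lower in PLZF+/+ and 5 higher, and Bach2 was the member past 2-fold. Their median log2 difference of -0.19 lay below all of 10000 random gene lists matched on expression, a description of these 2 arrays. Of 25 measured genes of CD4+CD8+ thymocytes, 12 were lower in PLZF+/+, 2 higher and 11 equal, and Cd8b1 was the member past 2-fold. Their median was 0.00 and their mean -0.15, at percentiles 49.2 and 0.08 of the random lists. Against the mean of PLZF+/+ and PLZF+/lu, Cd8b1, Il4ra, Stat4 and Il6st differed from PLZFlu/lu by less than 2-fold. PLZF+/lu lay between the others for these genes too, so the differences had to shrink.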

Among genes that were downregulated in the presence of PLZF were *Il4ra, Ifngr1, Stat4, Il6st*, and *Cd8b1* (Figure 1B and Table S2 in Supplementary Material). Many PLZF-regulated genes from our analysis were differentially expressed between iNKT and CD4+ thymocytes (Figure 1C), consistent with our gene set representing the NKT molecular program. Since Id2 (Monticelli et al., 2009), c-Maf (Kim et al., 1999), as well as ICOS (Akbari et al., 2008; Chung et al., 2008; Watanabe et al., 2010), IL12R (Brigl et al., 2003, 2011), and IL18R (Nagarajan and Kronenberg, 2007; Velazquez et al., 2008) signaling pathways had previously been implicated in NKT cell development, homeostasis and/or function, we proceeded to validate these targets in iNKT and γδNKT cells from wt and PLZF-deficient mice that did not express TCR transgenes.

### PLZF/c-Maf axis controls IL-4 and IL-10 production

Strong reduction in IL-4 and IL-10 production by NKT cells is a characteristic feature of the PLZF^−/−^ phenotype (Kovalovsky et al., 2008; Savage et al., 2008). The transcription factor c-Maf is required for IL-4 production by Th2 and NKT cells (Ho et al., 1996; Kim et al., 1999), and was shown to regulate IL-10 expression in Th17 and Tr1 cells (Xu et al., 2009b; Apetoh et al., 2010). We thus measured *c-Maf* expression in TCR non-transgenic iNKT and γδNKT cells. To exclude non-cell autonomous effects of *PLZF* deficiency, this was done in mixed bm chimeras. *PLZF^lu/lu^* iNKT and γδNKT cells exhibited a significant reduction in *c-Maf* expression (Figure 2A). The level of *c-Maf* was close to that in conventional CD4 thymocytes (Figure A2A in Appendix).

**Figure 2:**
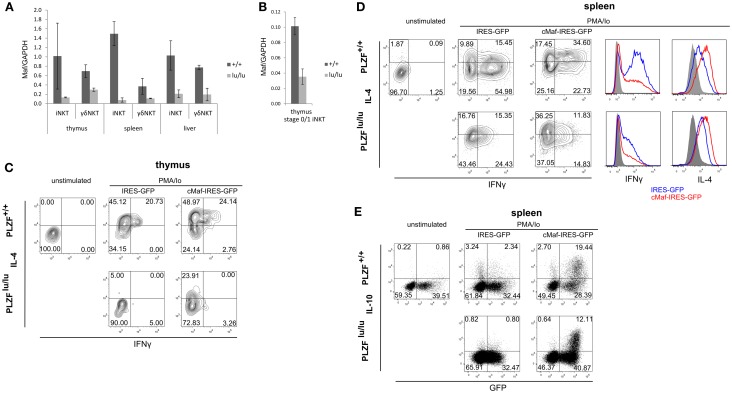
**PLZF regulates the expression of c-Maf**. Expression of Maf was analyzed by TaqMan qPCR in sorted total thymic, splenic, and liver iNKT (TCRβ^+^CD1d-Tet^+^) and γδNKT (TCRγδ^+^Vδ6.3^+^) cells **(A)** or in stage 0/stage 1 iNKT cells (CD44^−^NK1.1^−^TCRβ^+^CD1d-Tet^+^) **(B)** from mixed bm chimeras. Mean relative c-Maf expression normalized against GAPDH expression is shown. Error bars represent SD (individual mice). Statistical significance is indicated where reached. iNKT cell were sorted from thymi **(C)** and spleens **(D,E)** of WT or PLZF^lu/lu^ mice, cultured for 2 days in the presence of IL-7 and IL-15, infected with IRES-GFP or c-Maf-IRES-GFP retroviruses and stimulated with PMA/Ionomycin 2 days after infection. Expression of IFNγ and IL-4 in GFP^+^ cells **(C,D)** as well as IL-10 and GFP in all NKT cells **(E)** is shown. Representative FACS plots from one of two **(C)** and one of three **(D,E)** experiments are shown. Histogram overlays comparing cytokine production by wt and lu/lu cells in response to c-Maf expression are shown for **(D)**.

It was suggested that iNKT cells in *PLZF*-deficient mice did not progress beyond stage 1 (NK1.1^−^CD44^−^) in their development (Savage et al., 2008) and thus the observed differences in gene expression may result from this developmental block (arguments for and against this block are discussed later). Thus we compared *c-Maf* expression in CD1d tetramer binding NK1.1^−^CD44^−^ thymocytes (includes stage 0 and stage 1 iNKT cells). Although the overall level of *c-Maf* expression was lower in these cells when compared to total iNKT cells, the reduction was obvious (Figure 2B). Thus PLZF is required for the upregulation of *c-Maf* before the putative stage 1 developmental block.

We next tested whether *c-Maf* expression could complement cytokine production defects in *PLZF*-deficient NKT cells. Due to the extremely low number of γδNKT cells in *PLZF^lu/lu^* animals we focused on iNKT cells for this experiment. As premature expression of *c-Maf* can lead to a block in T cell development (Morito et al., 2006) we sought to restore *c-Maf* expression in mature iNKT cells. To this end, sorted iNKT cells from wt and *PLZF^lu/lu^* animals were infected with c-Maf-IRES-GFP or control IRES-GFP retroviruses. Cells were then stimulated with PMA/ionomycin, and production of IL-4, IFNγ, and IL-10 was assessed. In thymic iNKT cells, ectopic *c-Maf* expression rescued IL-4 production by PLZF-deficient cells and further increased the level of IL-4 per cell in wt iNKT cells (Figure 2C). The same trend was observed in splenic iNKT cells (Figure 2D), although some IL-4 was already produced by stimulated *PLZF^lu/lu^* splenic iNKT cells – presumably because of IL-7 and IL-15 in culture. Likewise, ectopic *c-Maf* expression rescued IL-10 production by PLZF-deficient splenic iNKT cells, and further enhanced IL-10 production by their wt counterparts (Figure 2E). *c-Maf* overexpression somewhat reduced the production of IFNγ (Figure 2D), consistently with previous reports for conventional T cells (Ho et al., 1998). However, the frequency of IFNγ/IL-4 dual producers – a population most affected by PLZF deficiency – was reproducibly increased by ectopic *c-Maf* expression in splenic wt iNKT cells.

Thus the expression of *c-Maf*, a transcription factor that regulates cytokine production, is induced by PLZF and its ectopic expression is sufficient to rescue IL-4 and IL-10 production by *PLZF*-deficient iNKT cells.

### PLZF is required for appropriate expression of Id2 in NKT cells

In *PLZF*-deficient mice, the reduction in the NKT compartment in the liver is more dramatic than that in the thymus and spleen (Savage et al., 2008), suggesting that the former is not simply a result of the latter.

Mice deficient for an inhibitor of E protein signaling – *Id2* – were recently demonstrated to have about 10-fold lower numbers of NKT cells in the liver – but not in the spleen or thymus (Monticelli et al., 2009). The phenotype was attributed to cell survival. A recent report suggests that *Id2* is a direct PLZF target in myeloid cells (Doulatov et al., 2009). Thus we tested whether *Id2* expression depends on PLZF in NKT cells from mice that did not express a TCR transgene.

PLZF-deficient thymic and splenic iNKT and γδNKT cells (Figure 3A) from mixed bone marrow chimeras exhibited a twofold to threefold reduction in *Id2* transcripts when compared to wt cells. Both *PLZF^lu/lu^* and wt stage 0/1 NKT cells exhibited comparably low levels of *Id2* expression (Figure 3B). Interestingly, the residual *PLZF*-deficient NKT cells from the liver exhibited a normal level of *Id2* expression. As *Id2* was shown to control survival of hepatic NKT cells, this result may indicate selection for cells with a normal level of expression.

**Figure 3:**
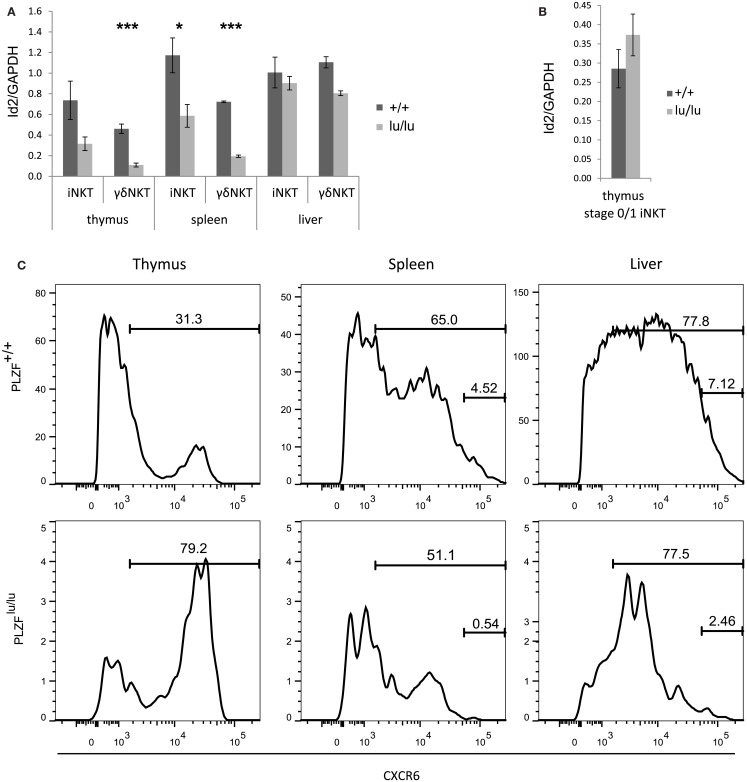
**PLZF regulates the expression of Id2**. Expression of Id2 was analyzed by TaqMan qPCR in sorted total thymic, splenic, and liver iNKT (TCRβ^+^CD1d-Tet^+^) and γδNKT (TCRγδ^+^Vδ6.3^+^) cells **(A)** or in stage 0/1 iNKT cells (CD44-NK1.1-TCRβ^+^CD1d-Tet^+^) **(B)** from mixed bm chimeras. Mean relative Id2 expression normalized against GAPDH expression is shown. Error bars represent SD (individual mice). Statistical significance is shown where reached. **(C)** CXCR6 expression was analyzed on wt (CD45.1) or PLZF^lu/lu^ (CD45.2) iNKT (TCRβ^+^CD1d-Tet^+^) cells from the thymus, spleen, and liver of bm chimeric mice. Percent CXCR^+^ and CXCR^hi^ are indicated.

Id2^−/−^ NKT cells also show decreased expression of CXCR6, a receptor important for homing and accumulation of iNKT cells in the liver (Monticelli et al., 2009). Consistently, PLZF-deficient iNKT cells in spleen and liver had a much reduced CXCR6^hi^ population (Figure 3C). Some CXCR6^hi^ cells remained in the thymus, however, perhaps explaining why CXCR6 was not differentially expressed on our microarray.

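On the arrays of CD4+CD8− transgenic thymocytes, Cxcr6 was at 3827 in PLZF+/+, 3157 in PLZF+/lu and 2790 in PLZFlu/lu cells. This is a 1.37-fold difference between the outer genotypes, or 0.46 on the log2 scale, below the 2-fold threshold. The level lay far above the olfactory receptor background in each array, and the order of the genotypes was that of Zbtb16.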

### ICOS expression in NKT cells is affected by PLZF

Many features of the *PLZF^−/−^* phenotype – such as reduced NKT cell numbers in spleens and livers, a defect in production of cytokines – including, but not restricted to IFNγ and IL-4 – were also reported for mice deficient in the costimulatory molecule ICOS or for its ligand (Akbari et al., 2008; Chung et al., 2008; Watanabe et al., 2010), albeit these traits were less pronounced in *ICOS^−/−^* and *ICOSL^−/−^* mice than in *PLZF^−/−^* animals. Like in the case of PLZF deficiency, this was at least in part a developmental defect, rather than merely a defect in activation due to the lack of costimulation, as a partial block in iNKT cell differentiation was observed (Chung et al., 2008). Interestingly, ICOS and PLZF exhibited correlated expression in iNKT cells (Figure 4A), suggesting that PLZF was a limiting factor in the regulation of ICOS expression in NKT cells. In the thymus a fraction of PLZF^hi^ NKT cells expressed very high levels of ICOS. PLZF^hi^ cells correspond to immature stages 1 and 2 of NKT cell development (Kovalovsky et al., 2008) – and thus NKT cells progress through a PLZF^hi^ICOS^hi^ stage early in their differentiation.

**Figure 4:**
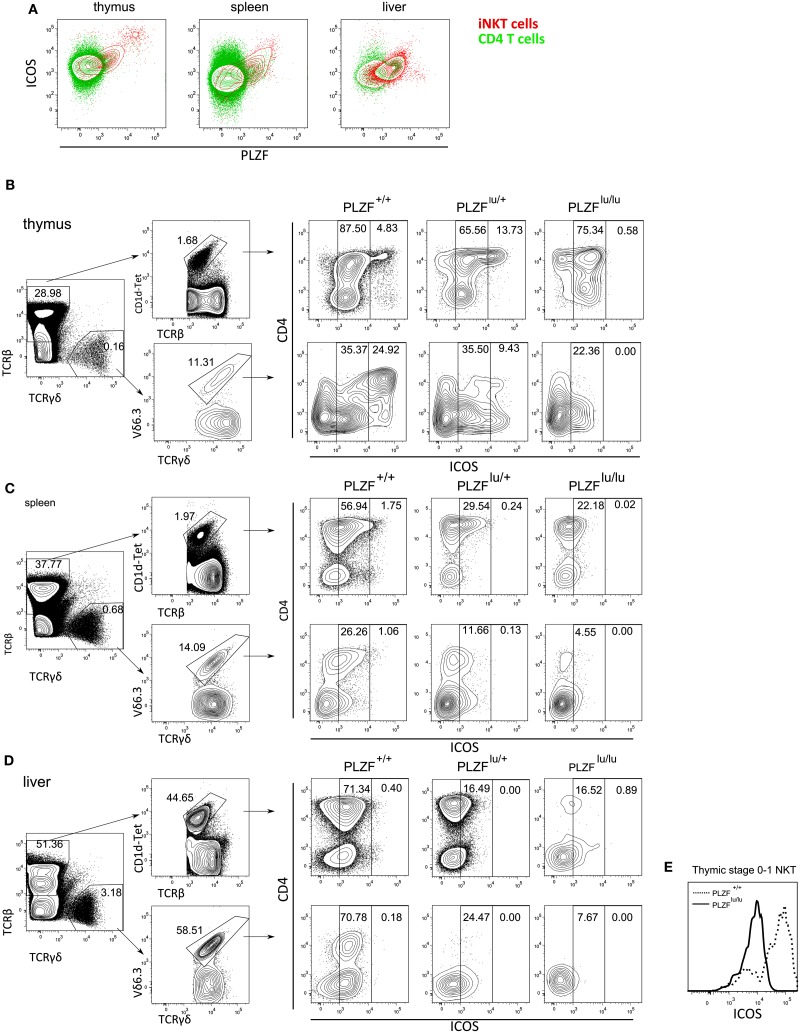
**PLZF regulates the expression of ICOS**. Cells from thymus, spleen and liver were stained with CD1d-PBS-57 tetramers and antibodies against ICOS and CD4, fixed, permeabilized, stained with anti-PLZF and analyzed by FACS **(A)**. Results are depicted as an overlay of ICOS/PLZF plots for CD4^+^CD1d^−^Tet^−^ (green) and CD1d-Tet^+^ cells (red). Cells from thymi **(B)**, spleens **(C)**, and livers **(D)** of PLZF^lu/lu^, PLZF^lu/+^, and PLZF^+/+^ mice were stained with PBS-57-loaded CD1d tetramers and antibodies against TCRβ, TCRγδ, Vδ6.3, CD4, and ICOS, and analyzed by FACS. Gating scheme for WT cells is shown (left). Expression of CD4 and ICOS on TCRβ^+^CD1d-tet^+^ and TCRγδ^+^Vδ6.3^+^ cells is shown for mice with each genotype (right). Gates are set on ICOS^int^ and ICOS^hi^ cells. Expression of ICOS on thymic stage 0/stage 1 iNKT cells (CD44^−^NK1.1^−^TCRβ^+^CD1d-Tet^+^) is shown. **(E)** Representative FACS plots from one of three independent experiments are shown.

As the phenotypes of *ICOS^−/−^* and *ICOSL^−/−^* animals were reminiscent of the *PLZF* knockout, we next measured the expression of ICOS in *PLZF*-deficient, *PLZF*-heterozygous, and wt mice. ICOS^hi^ cells, which were readily detectable among both iNKT and γδNKT WT thymocytes, predominantly within the CD4^+^ population, were completely absent in the *PLZF^lu/lu^* thymi. ICOS^int^ iNKT and γδNKT cells were present at a comparable frequency in the thymus (Figure 4B). *PLZF^lu/+^* iNKT thymocytes contained an abnormally high percentage of ICOS^hi^ cells (Figure 4B) – a finding explained by the fact that in these animals a large number of cells appear blocked at the ICOS^hi^ stage 2 (Figure A1A in Appendix). In the periphery (Figures 4C,D) the ICOS^hi^ population was not detectable, consistent with the fact that they represent immature cells. However, expression of ICOS on peripheral iNKT and γδNKT cells was dramatically reduced in *PLZF*-deficient cells, resulting in a strong reduction in ICOS^int^ cells in the spleen (Figure 3C) and liver (Figure 4D). Notably, the regulation of ICOS by PLZF was evident even in early thymic stage 0/1 iNKT cells (Figure 4E), suggesting that the effect was independent of any possible developmental block.

### PLZF programs NKT cells to respond to a distinct set of cytokines

About 7% of the genes whose expression was affected by PLZF twofold or more are cytokine/chemokine receptors and downstream components of cytokine receptor signaling: *Il18r1, Il8rb, Il12rb, Ccr2, Ccr10, Irak3* are upregulated, while *Stat4, Il4ra, Il6st*, and *Ifngr1* are downregulated by PLZF. This statistically significant (*p* = 2.7 × 10^−5^, DAVID functional annotation tool; Huang et al., 2008) enrichment suggests that PLZF programs NKT cells to respond to a distinct set of extracellular stimuli. 

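The 10 genes named here were all past 2-fold, 6 of them higher and 4 lower in PLZF+/+. Irak3, an inhibitor of IL-1 and Toll-like receptor signalling, was 2.07-fold higher, at 1254 in PLZF+/+ and 605 in PLZFlu/lu. Together the 10 make up 6.85% of the 146 probe sets. A list of 114 cytokine and chemokine receptors and signalling genes had 105 measured members, and these 10 were its members past 2-fold. Of the 95 others, 28 were higher in PLZF+/+ to any degree, 29 lower and 38 equal, by up to 1.92-fold, and the median log2 difference of the list was 0.00. The number of 10 exceeded that of every one of 10000 random lists matched on expression, among which the highest was 5. The paper chose its genes on these arrays and the list includes them, so the count is not independent evidence. Against the mean of PLZF+/+ and PLZF+/lu, 4 members stayed past 2-fold, namely Ccr2, Il18r1, Il12rb1 and Ifngr1.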

IL18R and IL12R signaling was previously implicated in foreign antigen-independent effector responses, where NKT cells were capable of effector cytokine responses without exogenous antigen stimulation. Expression of both IL12Rb1 and IL18R1 on iNKT cells was dramatically decreased in the absence of PLZF – as judged by staining of thymocytes from mixed bm chimeras (Figures 5A,B). Importantly, this difference was obvious as early as stage 0/1. A similar decrease in IL18R1 but not in IL12Rb1 was observed in γδNKT cells (Figures 5A,B).

**Figure 5:**
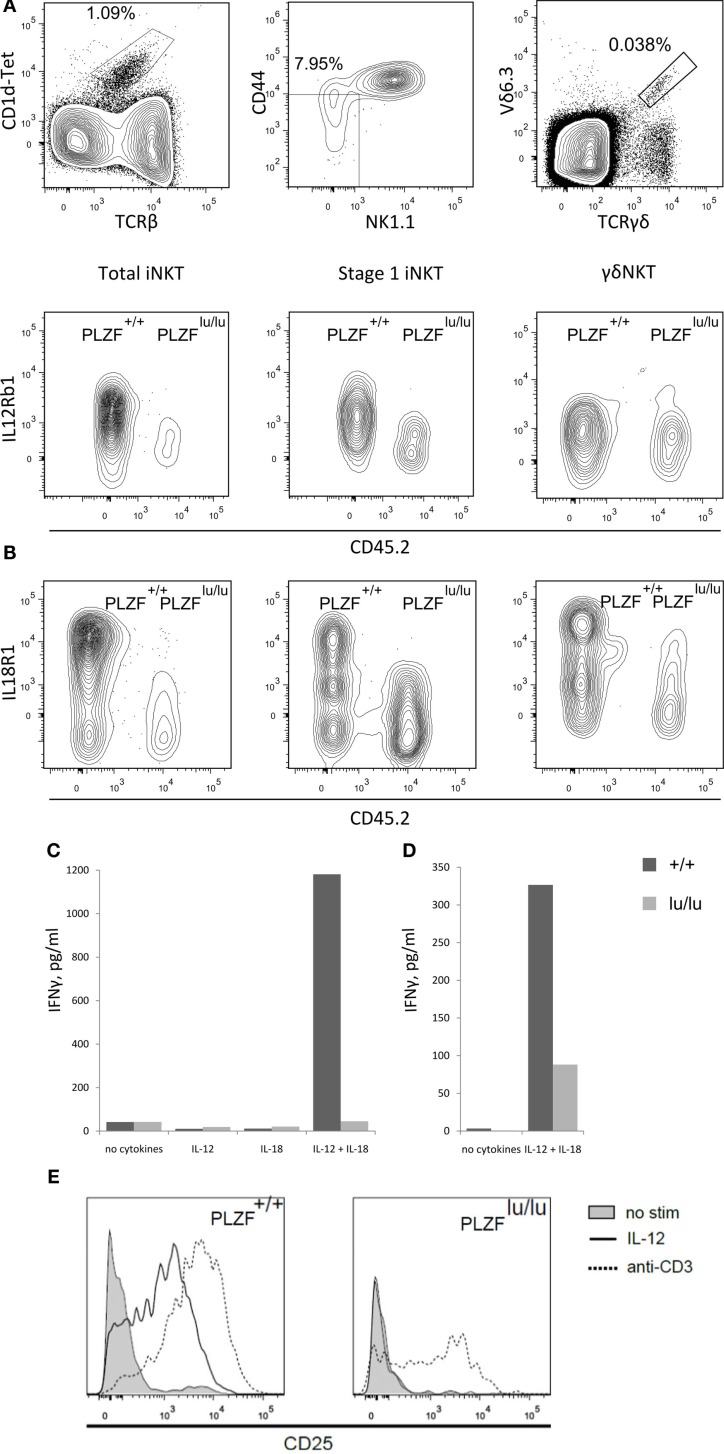
**PLZF regulates the expression of receptors for IL12 and IL18**. Thymocytes from mixed chimeras with wt (CD45.1) and PLZF^lu/lu^ (CD45.2) bm were stained with PBS-57-loaded CD1d tetramers and antibodies against the indicated surface markers. Expression of IL12Rb1 **(A)** and IL18R1 **(B)** on total iNKT cells (TCRβ^+^CD1d-Tet^+^) (left), stage 0/stage 1 iNKT cells (CD44-NK1.1-TCRβ^+^CD1d-Tet^+^) (center) and γδNKT (TCRγδ^+^Vδ6.3^+^) cells (right) is shown (staining for iNKT and γδNKT cells were performed independently). Representative FACS plots from one of three independent experiments are shown. 50,000 sorted CD4^+^CD8^−^ thymocytes from PLZF^+/+^ and PLZF^lu/lu^ Rag1^−/−^Vγ1Vδ6.4 TCR transgenic animals **(C)** or 4000 sorted thymic iNKT cells (TCRβ^+^CD1d-Tet^+^) from wt and PLZF^lu/lu^ mice **(D)** were stimulated with IL12 and IL18 for 48 h or left unstimulated. Production of IFNγ was measured by ELISA. **(E)** CD25 expression by wt and PLZF-deficient cells in response to IL-12 or anti-CD3 treatment.

Although a general defect in IFNγ production by *PLZF*-deficient NKT cells has been reported (Kovalovsky et al., 2008; Savage et al., 2008), in case of stimulation by IL-12 and IL-18 the defect may be compounded by low receptor expression. Consistent with this idea, *PLZF*-deficient cells were incapable of an adequate response to IL-12 and IL-18 cytokines. Wt but not *PLZF^lu/lu^* TCR transgenic γδNKT cells were able to produce a high level of IFNγ in response to a combination of IL-12 and IL-18 (Figure 5C). A similar, though less complete defect was observed in *PLZF^lu/lu^* iNKT cells (Figure 5D). Decreased IFNγ secretion may be not only the result of an intrinsic effect, but also of the dramatically reduced levels of IL-12 and IL-18 receptor expression (Kovalovsky et al., 2008; Savage et al., 2008).

Wt cells also robustly upregulated CD25 in response either to IL-12 or anti-CD3 stimulation. In contrast, *PLZF^lu/lu^* iNKT cells reacted to anti-CD3 but not to IL-12 (Figure 5E), showing that the modulation of *IL12Rb1* expression by PLZF is essential for the responsiveness of iNKT cells to IL-12.

## Discussion

We show here that PLZF, a key transcription factor whose expression is sufficient to confer NKT-like cell surface phenotype, homing pattern, and cytokine secretion profile to conventional T cells, regulates an unexpectedly small set of genes. However, at least 29 out of the 146 genes whose expression changed twofold or more had known immunological functions (DAVID functional annotation tool; Huang et al., 2008). Some of these genes are known to be important for NKT cell development, homeostasis and function – and together explain a part of the PLZF-deficient NKT cell phenotype. 

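Of 353 measured genes in 12 lists of lymphocyte receptors, regulators and states, 25 differed by more than 2-fold, 18 of them higher and 7 lower in PLZF+/+. This is 7.08% of the listed genes, against 0.308% of the 19165 other measured genes (59 genes), which were not matched on expression. The pooled count over the lists was added after the values were seen. The paper names 20 of the 25 from these arrays and the lists include the genes it names, so the count is not independent evidence. The other 5 are Bach2, Oas3, Nrp1, Klrb1f and Tigit. Oas3, an interferon-induced sensor of double-stranded RNA, was 2.41-fold higher in PLZF+/+, the semaphorin co-receptor gene Nrp1 2.29-fold and the NK receptor gene Klrb1f 2.08-fold. Klrb1f was the member past 2-fold among 35 NK receptor and cytotoxicity genes, and Nrp1 among 7 genes of αβ and regulatory T cells. Against the mean of PLZF+/+ and PLZF+/lu both fell below 2-fold, with log2 differences of 0.77 and 0.84. With 32 added to each intensity Klrb1f also fell below it (0.90), while Nrp1 stayed past it (1.11). Oas3 was the member past 2-fold among 26 interferon-stimulated genes, of which 19 were higher and 2 lower in PLZF+/+. The median of that list, 0.13 on the log2 scale, was at percentile 99.99 of the random lists. PLZF+/lu lay between the other genotypes for Oas3, but above both at 20 of the 26 genes. No member differed by more than 2-fold among 24 TCR signalling genes, but 16 were lower in PLZF+/+ and 3 higher, with a median of -0.06 at percentile 0.07. No member passed 2-fold among 27 adhesion genes or 16 genes of CD4−CD8− thymocytes. The annotation sets of the tool the paper used were not used here. Against the mean of PLZF+/+ and PLZF+/lu, 12 of the 353 genes and 29 of the 19165 others were past 2-fold.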

Although our expression profiling compared total TCR transgenic *Rag*-deficient γδNKT thymocytes, in order to address the danger that *PLZF*-deficient iNKT cells may be the products of selection – most differences were reproduced in wt NKT cells, at the earliest developmental stage where PLZF is expressed and prior to any possible developmental block due to *PLZF* deficiency.

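In the arrays of unstimulated thymocytes, Il13 was 1.40-fold and Il4 1.32-fold higher in PLZF+/+ than in PLZFlu/lu cells. Tnf was at 170 in PLZF+/+ and 101 in PLZFlu/lu. Il10 was at 39.5 on all 3 arrays. The intensities in PLZF+/+ were 303 for Il13, 224 for Il4 and 91.1 for Ifng. Of 25 measured cytokine genes, none differed by more than 2-fold, 9 were higher in PLZF+/+, 3 lower and 13 equal. Leaving out dim probe sets kept 10 of them, with a median log2 difference of 0.10 at percentile 99.77 of the random lists. Ifng and Il10 on all arrays, and Tnf in PLZFlu/lu, lay below 108, the level under which 95% of the olfactory receptor values fall, so no exact fold is given for them.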

While rapid production of effector cytokines in response to TCR and cytokine stimulation is a hallmark property of NKT cells, we found that, unexpectedly, at least at steady state, the expression of cytokine genes was not dramatically changed in *PLZF^lu/lu^* thymocytes: *Ifng, Il10, Il4, Il13*, and *Tnf* were regulated less than twofold. The observed changes at the protein level may occur posttranslationally, or may become evident only upon activation of the cell. PLZF-regulated genes in T cells showed no obvious overlap with genes induced by ectopic PLZF expression in a human monocytic cell line (Xu et al., 2009a), suggesting that cell type-specific context can influence the set of PLZF targets.

On the other hand, expression of several cytokine and chemokine receptors, as well as molecules involved in downstream signaling from these receptors were affected – suggesting that PLZF in some cases acts to program the cell’s trafficking pattern and to shape its response to environmental signals, rather than changing the cell intrinsically. Of particular importance are the receptors for IL-12 and IL-18, which in concert mediate a unique part of the NKT cell program – the ability to produce effector cytokines without stimulation with foreign antigen. 

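The mRNA of Il12rb1 was at 1917 in PLZF+/+, 1451 in PLZF+/lu and 761 in PLZFlu/lu thymocytes of the TCR transgenic mice. That of Il18r1 was at 667, 333 and 228. The partner chains of both receptors were looked at after the values had been seen. Il12rb2 was at 516, 500 and 341, a 1.51-fold difference between the outer genotypes. Il18rap was at 77.7, 77.7 and 71.2, within the range of the olfactory receptor background.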

We show that in the absence of PLZF both receptors are expressed at a lower level at the mRNA (Figure 1A) and at the protein level (Figures 5A,B), and accordingly that the deficient cells produce less IFNγ in response to stimulation with IL-12 and IL-18 in the absence of accessory cells (Figures 5C,D). CD25 upregulation in response to IL-12 was also impaired in *PLZF^lu/lu^* iNKT thymocytes, while they retained the ability to respond to TCR stimulation (Figure 5E).

PLZF also regulates a cluster of genes involved in T cell help to B cells. This cluster includes *ICOS, CD40L, c-Maf* (as shown here) as well as a number of cytokines (Kovalovsky et al., 2008; Savage et al., 2008). Both iNKT (Leadbetter et al., 2008) and γδNKT (Felices et al., 2009) cells can provide help to B cells and induce immunoglobulin class switching; our results suggest that PLZF may regulate this important function.

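Icos, a costimulatory receptor of T cells that help B cells, had intensities of 2733 in PLZF+/+, 1758 in PLZF+/lu and 1198 in PLZFlu/lu thymocytes. Cd40lg, the ligand of CD40 on B cells, was at 2313, 1587 and 960. Maf was at 874, 260 and 164, so that PLZF+/lu lay close to PLZFlu/lu. Of 29 measured genes of costimulation and B cell help, these 3 were more than 2-fold higher in PLZF+/+ and Tigit, an inhibitory receptor, was more than 2-fold lower, at 612, 612 and 1291. The remaining 25 members lay on both sides, with 8 higher, 11 lower and 6 equal, and the median log2 difference of all 29 was 0.00. The paper named Icos, Cd40lg and Maf from these arrays and the list includes them, so its count past 2-fold is not independent evidence. Against the mean of PLZF+/+ and PLZF+/lu, 2 members were past 2-fold, Maf and Tigit.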

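Zbtb7b had an intensity of 335 in PLZF+/+, 179 in PLZF+/lu and 125 in PLZFlu/lu thymocytes of the TCR transgenic mice. The lowest of these lies close to the level of 108 that bounds most olfactory receptor values.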

The transcription factor ThPOK (encoded by *Zbtb7b*) was found among genes regulated by PLZF in TCR transgenic mice (Figure 1A). ThPOK – a BTB-POZ family member that regulates CD4 T cell development – was recently shown to be required for development of iNKT (Engel et al., 2010; Wang et al., 2010) and γδNKT (Alonzo et al., 2009; Park et al., 2010) cells. However, in TCR non-transgenic mice no consistent difference in *ThPOK* expression between *PLZF*^+*/*+^ and *PLZF^lu/lu^* NKT cells was observed (Figure A2B in Appendix), suggesting that regulation of *ThPOK* expression by PLZF does not play a non-redundant role under physiological conditions.

We found evidence for *PLZF* haploinsufficiency. On the level of transcription, for the vast majority of genes either upregulated or downregulated in *PLZF*-deficient cells, heterozygous cells showed an intermediate level of expression (Tables S1 and S2 in Supplementary Material). 

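PLZF+/lu lay strictly between PLZF+/+ and PLZFlu/lu at 124 of the 146 probe sets past 2-fold, or 84.9% (95% Wilson interval 78.2 to 89.8, which treats probe sets as independent). This held for 66 of the 71 probe sets higher in PLZF+/+ and for 58 of the 75 lower ones. Igf2 was at 1703, 870 and 297 in PLZF+/+, PLZF+/lu and PLZFlu/lu, and Robo1 at 1549, 621 and 310. Among the 40 named genes past 2-fold, the exceptions were Lgi1 and Tigit. Lgi1 was at 66.9 in both mutant genotypes and 337 in PLZF+/+, and Tigit was equal in PLZF+/+ and PLZF+/lu. St8sia4 was at 71.6 in PLZF+/+ but at 975 and 1184 in PLZF+/lu and PLZFlu/lu. On a scale with PLZFlu/lu at 0 and PLZF+/+ at 1, the median position of PLZF+/lu was 0.53, with 0.40 for the probe sets higher in PLZF+/+ and 0.62 for the lower ones. With the roles of the arrays rotated, PLZFlu/lu lay between at 23 of the 58 probe sets past 2-fold between PLZF+/+ and PLZF+/lu (39.7%). PLZF+/+ lay between at 37 of the 79 past 2-fold between PLZF+/lu and PLZFlu/lu (46.8%). When the 3 values of each probe set were given to the genotypes at random, so that no order was left, the share was 65.2% in the median of 1000 draws and at most 78.4%.

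**Figure D2:**
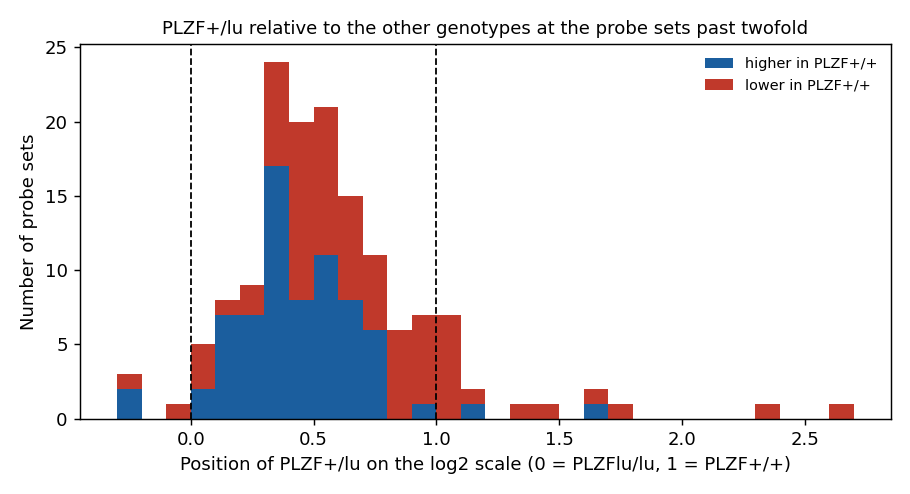
Number of the 146 probe sets past 2-fold by the position of PLZF+/lu on the log2 scale, where 0 is PLZFlu/lu and 1 is PLZF+/+ (dashed lines). Blue bars are the 71 probe sets higher in PLZF+/+ and red bars, stacked on them, the 75 lower ones; 124 lie strictly between the lines.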

ICOS expression level was also intermediate in heterozygous cells at the periphery (Figures 4B,D), and in fact within a single animal showed a direct relationship with the level of PLZF expression (Figure 4A), suggesting that PLZF was a limiting factor in the regulation of ICOS expression. Heterozygous animals also showed an intermediate phenotype with respect to NKT cell numbers in the thymus and at the periphery, as well as their maturation state (Figure A1 in Appendix), showing that in this respect PLZF expression is also a limiting factor.

PLZF is expressed by cells that are thought to be selected by agonist ligands (Baldwin et al., 2004; Moran et al., 2011), and can be induced *in vitro* by strong TCR signaling (Kreslavsky et al., 2009). Strong TCR signal is also required for commitment to the γδ T cell lineage. In the absence of strong TCR signal, γδTCR-expressing cells can be diverted to the αβ T cell lineage, as evidenced by their progression to the CD4^+^CD8^+^ stage (Haks et al., 2005; Hayes et al., 2005; Lauritsen et al., 2009). It was thus possible that PLZF might play a role in commitment to the γδ lineage – at least for Vγ1Vδ6.4 T cells. However, the frequency of double positive cells was unchanged in Vγ1Vδ6.4 TCR transgenic mice on a *PLZF*-deficient background, suggesting that PLZF has little or no impact on the αβ versus γδ lineage decision.

The increased percentage of NK1.1^lo^ CD44^lo^ CD1d tetramer-positive cells in the thymi of PLZF-deficient mice has led to a conclusion that PLZF-deficient NKT cells are developmentally blocked at stage 1 of their development (Savage et al., 2008). We note, however, that the CD44/NK1.1 staining pattern in the absence of PLZF appears diffuse, with a significant proportion of NK1.1^+^ CD44^lo^ cells which are not found in wt or heterozygous animals (Figure A1A in Appendix). Such a pattern may indicate a dysregulation of marker expression, rather than a specific block. Corroborating this idea is the presence of a significant number of CD1d tetramer-positive cells at the periphery in PLZF-deficient animals (Figures A1B,C in Appendix, top panels) – if truly blocked, thymocytes should not gain the capacity to leave the thymus. Some cells in the periphery appear mature according to NK1.1/CD44 staining (Figures A1B,C in Appendix, lower panels). Finally, the *PLZF*-deficient cells can produce IFNγ, albeit at a lower level (Kovalovsky et al., 2008; Kreslavsky et al., 2009) – a property normally acquired at stage 2 – indicating that although they may not have passed through all of the appropriate phenotypic stages, they have indeed progressed past stage 1. Thus, our and others’ data may challenge the notion that *PLZF*-deficient iNKT and γδNKT in the periphery are completely naïve – conversely, they may represent cells that were able to partially compensate for the deficiency.

We cannot ascertain whether the genes we describe are regulated by PLZF directly or indirectly. Indeed, the list of genes whose expression is affected by the presence or absence of PLZF includes several encoding known transcription regulators in addition to *Maf* and *Id2* – including *Rora, Lmo4*, and *Npas2*. 

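Rora, an orphan nuclear receptor gene, was at 1498 in PLZF+/+, 672 in PLZF+/lu and 281 in PLZFlu/lu cells, a log2 difference of 2.41 between the outer genotypes. Lmo4, a LIM-domain adaptor of transcription complexes, was at 10656, 8497 and 3485, so that PLZF+/lu lay close to PLZF+/+. Tox2, of the TOX family of DNA-binding proteins, was at 858, 461 and 409. No probe set is annotated with Npas2 as its only gene, so no value is given for it. Of 46 measured transcription regulators of lymphocytes, 7 were more than 2-fold higher in PLZF+/+ and none lower, namely Rora, Maf, Lmo4, Zbtb16, Id2, Zbtb7b and Tox2. The paper's text or Figure 1B names all 7 from these arrays, so the list is not independent evidence of its direction. In all, 27 members were higher in PLZF+/+, 6 lower and 13 equal, and the median log2 difference of 0.09 lay above all 10000 random lists. Against the mean of PLZF+/+ and PLZF+/lu, 5 of the 7 stayed past 2-fold, and Tox2 and Zbtb7b did not.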

We note, however, that *Id2* has been shown to be a direct target of PLZF in another setting (Doulatov et al., 2009), and that the strong correlation between the levels of ICOS and PLZF expressed by individual cells may also suggest a direct relationship between the two.

Our data demonstrate that PLZF controls, either directly or indirectly, the expression of a small set of genes, highly enriched for immune function. This includes molecules known to function in NKT cells – *c-Maf, Id2*, and *ICOS*, as well as the proinflammatory cytokine receptors *IL12Rb1* and *IL18R1*. Thus, PLZF orchestrates a part of innate-like phenotype of NKT cells via a set of target genes that together can partially explain the defects in cytokine secretion, survival, co-stimulation and responsiveness to proinflammatory cytokines observed in *PLZF*-deficient NKT cells. The finding that not all of the features of the NKT phenotype can be attributed to PLZF points to the importance of other factors in regulating the unique innate-like properties of and γδNKT and iNKT cells.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

The Supplementary Material for this article can be found online at http://www.frontiersin.org/T_Cell_Biology/10.3389/fimmu.2012.00374/abstract

How the deposited data were processed for this re-analysis (not part of the article)

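Gene expression was measured on 3 Affymetrix Mouse Gene 1.0 ST arrays, 1 each for CD4+CD8− thymocytes of PLZF+/+, PLZF+/lu and PLZFlu/lu mice carrying the Vγ1Vδ6.4 transgenes. The authors processed the scans with the ExpressionFileCreator, MultiplotPreprocess and Multiplot modules of GenePattern 3.21, removed probe sets of normalization controls and deposited 24800 intensities per array on a linear scale. The submitters' processing notes name the genome build mm 8. The background correction, summarisation and scaling are not given in the sources used here. The deposited intensities have almost the same median on each array and were used without further scaling. All 3 value columns carry a sample name, and 0 columns were unmatched.

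Probe sets were named through the platform annotation. Exactly 1 gene was listed for 21065 probe sets, several genes for 1187 and none for 2548, and symbols were updated through gene identifiers to the GRCm38.p6 RefSeq table for 20983. Genes of probe sets with several or no listed genes are not named, apart from 1 haemoglobin probe set. In all, 19518 symbols were measured, 874 of them by several probe sets, of which the one with the highest mean log2 value was used. No coordinates are given, since the builds differ.

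Intensities were compared on the log2 scale, as PLZF+/+ minus PLZFlu/lu, and a probe set was counted when its fold exceeded 2. There is 1 array per genotype, so no test was run and the number of arrays limits the precision. The share of probe sets with PLZF+/lu between the other genotypes is given with its 95% Wilson interval, and values within 1e-06 on the log2 scale were taken as equal. For 26 gene lists, including the genes the paper names, the median log2 difference and the number of members past 2-fold were set against 10000 random lists of as many genes, drawn from 20 bins of mean expression, where a list had at least 5 measured genes. A percentile outside 2.5 to 97.5 was taken as standing apart, as a description of these arrays. The share of probe sets with PLZF+/lu between was also set against simulated arrays without an order of the genotypes. With no replicate to give the noise, these were made by giving the 3 values of each probe set to the genotypes at random in 1000 draws, a form chosen after the data were seen. The lists, comparisons, alternatives and the rule for named genes were set before the data were examined, except where a choice is said to be later.

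The named genes are those the paper names for the arrays, the 10 probe sets with the largest fold in each direction, and in each list the members past 2-fold, or the 4 with the largest difference where there were more. The 10 in each direction were taken from probe sets with exactly 1 gene whose brighter value exceeds 108, the 95th percentile of the 1033 olfactory receptor probe sets. Gene models without a usual symbol and T cell receptor segments were left out. A gene chosen after its values were seen is marked as such. The place of PLZF+/lu in each list, and folds taken against the level of 108 for genes below it, were added after the values were seen, as were the pooled count over 12 immune lists and the counts of immune, costimulation and regulator genes against the mean of PLZF+/+ and PLZF+/lu.

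The alternatives were quantile normalization, centring on the median, cyclic loess, adding 32 to each intensity, leaving out dim probe sets, counting only probe sets with exactly 1 gene or 1 probe set per gene, the mean of PLZF+/+ and PLZF+/lu in place of PLZF+/+, thresholds of 1.5-fold and 3-fold, and the mean over the probe sets of a gene. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 were used. On simulated arrays of 24800 probe sets for PLZF+/+ against PLZFlu/lu, with a noise SD of 0.1, the count found 65 of 66 probe sets changed by 2.5-fold, 61 of 61 changed by 4-fold and 1 of 73 changed by 1.5-fold, and 0 unchanged ones. Of 200 simulated lists without a shift, 5.0% lay outside percentiles 2.5 to 97.5. The noise was assumed, so these simulations check the procedure only. They do not calibrate the percentiles of the real lists, since 45.1% of the real probe sets have identical values in all 3 arrays. The comparison with published NKT and CD4 profiles, the qPCR, the flow cytometry and the supplementary tables were not analysed here.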

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

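The fold of St8sia4 against the background level was chosen after the result was seen, and the alternatives named were set before the data were examined. Among genes that the paper's text does not discuss, 2 differed between PLZF+/+ and PLZFlu/lu by more than any gene it names, for which the largest absolute log2 difference is 2.52. Lgals3 was higher in PLZF+/+ by 2.92 on the log2 scale, at 1787 against 346 in PLZF+/lu and 235 in PLZFlu/lu. The deposited values of St8sia4 give a log2 difference of -4.05, which is not exact, since the gene lay below the level of 108 that bounds most olfactory receptor values in PLZF+/+. Against that level it was at least 11.0-fold lower in PLZF+/+, while the largest fold among the genes the paper names is 5.75. The paper's supplementary tables of all probe sets, which were not used here, may list both genes; with 32 added to each intensity, the difference of Lgals3 was 2.77. With the mean of PLZF+/+ and PLZF+/lu in place of PLZF+/+ it was 1.74, below Ccr2 (1.85) and Rora (1.84), which the paper names. That of St8sia4 was then -2.16, which rests in part on the same dim value.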

How the results depend on the processing

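The alternatives were set before the data were examined, except the pooled count of immune genes, counting ties as between and, for the lists of immune, costimulation and regulator genes, the mean of PLZF+/+ and PLZF+/lu, which were chosen after seeing the data. No named gene past 2-fold and no gene list with a median apart from the random lists changed its direction under the alternatives. The balance of 71 probe sets higher and 75 lower in PLZF+/+ turned to more higher than lower with 32 added (62 and 42), without dim probe sets (66 and 56), with exactly 1 gene (57 and 35) and with 1 probe set per gene (53 and 31). Quantile normalization, centring and cyclic loess left 145, 146 and 146 probe sets past 2-fold between PLZF+/+ and PLZFlu/lu, of which 142, 145 and 146 were shared with the values as deposited. Counting only probe sets with exactly 1 gene gave 92 in all, 33 between PLZF+/+ and PLZF+/lu and 31 between PLZF+/lu and PLZFlu/lu. With 1 probe set per gene these were 84, 26 and 24. Fewer probe sets are counted, but the classes left out also held a larger share past 2-fold. Between PLZF+/+ and PLZFlu/lu these were 32 of 1187 with several genes and 22 of 2548 with none, against 92 of 21065 with exactly 1. Adding 32 to each intensity, which shrinks differences of dim probe sets, gave 34 between PLZF+/+ and PLZF+/lu. The mean of PLZF+/+ and PLZF+/lu in place of PLZF+/+ gave 96 (43 higher and 53 lower), 86 of them shared, 4 cytokine and chemokine receptor and signalling genes, 12 immune genes against 29 others, 5 transcription regulators and 2 costimulation genes. Lower counts with this mean are partly built in, since PLZF+/lu lay between the others at 124 of the 146 probe sets.

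The share of probe sets with PLZF+/lu between the others was 91.3% with 32 added, 92.4% with exactly 1 gene, 94.0% with 1 probe set per gene and 93.5% over 3-fold, but 79.1% over 1.5-fold. The cause was not tested. It was 87.7% when ties counted as between. Of 231 values for the 46 named genes, 215 stayed on their side of 2-fold and 16 fell below it, 13 of these with the mean of PLZF+/+ and PLZF+/lu, Il4ra and Klrb1f with 32 added and Sec61b with the mean over its probe sets. Of 137 values for 23 gene lists, 11 moved outside the limits on the percentile and none moved inside. Leaving out dim probe sets left 122, since 24 lie in the range of the olfactory receptor probe sets, where the signal limits what can be seen. No paired analysis was possible because each genotype has 1 array, and for the same reason no array could be left out.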

Differences from the paper's values

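The number of probe sets past 2-fold (146) and its split into 71 higher and 75 lower in PLZF+/+ match the paper, and 6.85% of them are cytokine and chemokine receptor and signalling genes the paper names, where the paper's text gives about 7%. The point marked Zbtb7b lies at about 260 for PLZF+/+ in Fig. 1B, read by eye, where the deposited intensity of Zbtb7b is 335, or 329 after quantile normalization. Both are more than 2-fold above PLZFlu/lu. The deposited values of Klrb1f are 260 in PLZF+/+ and 125 in PLZFlu/lu.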

Other observations

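The lists and the tests on rotated arrays and on CD4+CD8+ thymocytes were set before the data were examined. The random assignment of values, the place of PLZF+/lu in each list and the tests on chromosome 9 and on identical values below were chosen after the results were seen, and the genes of this paragraph outside the rule for named genes were chosen after their values were seen. Tns4 was at 1176 in PLZF+/+ and 214 in PLZFlu/lu, the calcium channel gene Cacna1e at 841 and 194, and the peptide transporter gene Slc15a2 at 584 and 150. The calcium-binding genes S100a4 and S100a6 were 2.78-fold and 2.30-fold higher in PLZF+/+, Lgals1, which encodes galectin-1, 2.01-fold, and the actin-capping gene Capg 2.23-fold. Lower with PLZF were the drug transporter genes Abcb1b (2.25-fold) and Abcb1a (2.13-fold), Tsc22d3, a glucocorticoid-induced gene (2.58-fold), and the condensin gene Smc4 (2.01-fold). A bright probe set with no listed gene, 10569335, was at 10461 in PLZF+/+, 5421 in PLZF+/lu and 1183 in PLZFlu/lu. Another with several listed genes, 10569341, was at 6175, 2133 and 589 in the same order, 10.5-fold higher in PLZF+/+.

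In the gene groups outside the immune lists, no member measured by a probe set of exactly 1 gene passed 2-fold. The probe set shared by the haemoglobin genes Hba-a1 and Hba-a2, looked at after its values were seen, was at 283 in PLZF+/+, 215 in PLZF+/lu and 655 in PLZFlu/lu, 2.31-fold lower in PLZF+/+. In PLZF+/+, 16 of 39 cell cycle genes were higher and 4 lower (percentile 49.5 of the random lists), 10 of 14 glycolysis genes higher and 0 lower (97.4), 11 of 17 cholesterol synthesis genes higher and 0 lower (96.9) and 11 of 17 ribosomal protein genes higher and 3 lower (96.4). PLZF+/lu lay below both other genotypes at 22 of the cell cycle and 10 of the cholesterol synthesis genes. The median of the immediate early and heat shock genes lay above all 10000 random lists. Median log2 differences were 0.00 for 21 apoptosis genes, 13 usual reference genes, 19 B cell, 25 myeloid and dendritic cell, 9 erythroid and platelet and 17 thymic epithelium and stroma markers.

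PLZF+/lu lay between the other genotypes at the majority of probe sets past 2-fold. Selecting probe sets for a gap between 2 arrays makes the other array fall between them often, but the higher share in a rotated selection was 46.8%, below the interval of the real share. This speaks against selection alone, but a middle place of PLZF+/lu lowers the rotated shares whatever its cause. Values assigned at random gave 65.2% in the median draw. The draws reuse the real values, in which graded probe sets stay graded, so they cannot say how much of the share follows from the selection. The highest of 1000 draws, 78.4%, lay below the real share of 84.9% but reaches the lower bound of its interval, 78.2%. A graded effect of PLZF dose is the explanation that the design names, and it stays untested, since 1 array per genotype cannot separate dose from any other difference that places PLZF+/lu in the middle.

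The probe sets higher in PLZFlu/lu include Cd8b1, and CD4+CD8+ thymocytes carried over in the sort could add to them, although the gate on CD4+CD8α− cells and a second sort would remove most. The median of the CD4+CD8+ list was at percentile 49.2 of the random lists, between the limits set for or against this, so it cannot be told apart from a change within the cells. Under 4 of the alternatives its median lay below percentile 2.5, and its mean was at 0.08. Cd8a was at 369 in PLZF+/+ and 601 in PLZFlu/lu, Cd24a at 213 and 361 and Dntt at 162 and 210, while Ptcra (167) and Cd1d1 (1052) were equal. Of the 25 measured members, 12 were lower in PLZF+/+ and 2 higher, among them Nrgn, at 2417 in PLZF+/+ and 1840 in PLZFlu/lu. For the probe sets past 2-fold as a whole, a stretch of chromosome carried along with the luxoid mutation is argued against by the place of the genes. Of the genes past 2-fold, 7.23% (6 of 83, interval 3.36 to 14.9) lie on the chromosome of Zbtb16, against 5.85% of all measured genes. Among the 200 measured genes nearest to Zbtb16, 1 passed 2-fold, Sorl1, at 327 in PLZF+/+ and 669 in PLZFlu/lu. For Sorl1 a carried stretch stays open.

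At 11173 probe sets (45.1%) the deposited values are identical in all 3 arrays. A floor under low values is argued against, since the most frequent of these values accounts for 0.430% of them, while identical values may come from median polish, which summarises a probe set through medians. Olfactory receptor probe sets were identical in 59.1% of cases, and simulated unchanged probe sets after median polish in 16.8% to 77.4%, depending on the number of probes. The range is wide, the noise and probe numbers were assumed, and the authors' summarisation is not known, so the test is a weak one. In the same simulation, a true log2 difference of 0.25 came out with a median from 0.07 with 25 probes to 0.15 with 10. A difference of 1.5 came out at 1.50 with 25 probes. At a true difference of 0.25, 5.6% to 22% of probe sets were identical in all 3 arrays. This shrinkage of small effects is a candidate explanation for some of the many differences of 0.00 in the gene lists.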
